# Culturing C2C12 myotubes on micromolded gelatin hydrogels accelerates myotube maturation

**DOI:** 10.1186/s13395-019-0203-4

**Published:** 2019-06-07

**Authors:** Lance T. Denes, Lance A. Riley, Joseph R. Mijares, Juan D. Arboleda, Kendra McKee, Karyn A. Esser, Eric T. Wang

**Keywords:** C2C12, RNAseq, Myotubes, Micromolding, Hydrogels, Sarcomere

## Abstract

**Background:**

Skeletal muscle contributes to roughly 40% of lean body mass, and its loss contributes to morbidity and mortality in a variety of pathogenic conditions. Significant insights into muscle function have been made using cultured cells, in particular, the C2C12 myoblast line. However, differentiation of these cells in vitro typically yields immature myotubes relative to skeletal muscles in vivo. While many efforts have attempted to improve the maturity of cultured myotubes, including the use of bioengineered substrates, lack of molecular characterization has precluded their widespread implementation. This study characterizes morphological, molecular, and transcriptional features of C2C12 myotubes cultured on crosslinked, micropatterned gelatin substrates fabricated using previously established methods and compares them to myotubes grown on unpatterned gelatin or traditional plasticware.

**Methods:**

We used immunocytochemistry, SDS-PAGE, and RNAseq to characterize C2C12 myotubes grown on micropatterned gelatin hydrogels, unpatterned gelatin hydrogels, and typical cell culture substrates (i.e., plastic or collagen-coated glass) across a differentiation time course. The ability to form aligned sarcomeres and myofilament protein concentration was assessed. Additionally, the transcriptome was analyzed across the differentiation time course.

**Results:**

C2C12 myotubes grown on micropatterned gelatin hydrogels display an increased ability to form aligned sarcomeres as well as increased contractile protein content relative to myotubes cultured on unpatterned gelatin and plastic. Additionally, genes related to sarcomere formation and in vivo muscle maturation are upregulated in myotubes grown on micropatterned gelatin hydrogels relative to control myotubes.

**Conclusions:**

Our results suggest that growing C2C12 myotubes on micropatterned gelatin hydrogels accelerates sarcomere formation and yields a more fully matured myotube culture. Thus, the use of micropatterned hydrogels is a viable and simple approach to better model skeletal muscle biology in vitro.

**Electronic supplementary material:**

The online version of this article (10.1186/s13395-019-0203-4) contains supplementary material, which is available to authorized users.

## Background

Skeletal muscle accounts for approximately 40% of body mass and is essential for both locomotion and whole body metabolism [1, 2]. Loss of skeletal muscle mass during aging and pathogenesis is a known contributor to morbidity and mortality, thus a large contingent of research aims to prolong health by maintaining muscle quality [3–7]. While there is no replacement for studies of muscle in vivo, muscle cell culture models allow for more rapid and facile manipulation to address mechanistic questions and perform drug screening experiments. Thus, there is a need for in vitro models of skeletal muscle that mimic the in vivo tissue.

The C2 myoblast was developed in 1977 as a control cell line to study muscular dystrophies in vitro [8]. Since then, the C2C12 subclone has become widely used in the skeletal muscle field as a cell culture model [9–12]. When exposed to low-serum differentiation media, these cells differentiate and fuse into a multinucleated syncytium referred to as a myotube. C2C12 myotubes express contractile proteins and, when left to differentiate for an extended period of time, can spontaneously contract. These properties make C2C12 cells an invaluable tool for understanding the molecular biology of muscle development. However, these cells do not perfectly mimic in vivo muscle fibers. The contractile proteins present in these cells are typically disorganized and rarely form aligned sarcomeres, and the biological pathways studied are often unrepresentative of mature muscle [13, 14]. Thus, there is a need to develop a culture system that allows further maturation of myotubes in order to more accurately model in vivo skeletal muscle biology.

Historically, C2C12 myoblasts have been cultured on uncoated cell culture dishes until they near confluence. At this stage, myoblasts are serum withdrawn to induce differentiation and fuse into multinucleated, post-mitotic myotubes [11]. Over the next several days, myotubes develop similarly to embryonic skeletal muscle, but often detach from the cell culture dish after approximately 7 to 10 days due to spontaneous contraction [15, 16]. Because detachment of myotubes leads to cell death and presents obvious challenges for subsequent study, cultured myotubes are generally unsuitable for long-term studies. This problem has been addressed by coating cell culture dishes with substrates such as collagen, gelatin, and Matrigel™ (Corning) that allow enhanced adhesion and/or modulate the stiffness of the surface such that detachment is delayed, but prolonged culture of myotubes on these substrates is still not possible [17, 18]. To address these shortcomings, biomedical engineers have developed methods that permit culture of more mature myotubes in vitro, including bioengineered substrates, 3D culture systems, and paradigms that include electrical stimulation or mechanical stretching [19–25]. Though some methods have been successful, the resultant myotubes have not been sufficiently characterized, particularly at the molecular level. Additionally, technical challenges preclude the implementation of many of these methods in basic biology laboratories. For these reasons, many skeletal muscle labs continue to use suboptimal culture substrates for C2C12 studies.

We set out to characterize molecular and cell biological features of C2C12 myotubes grown using a bioengineered substrate in an effort to provide the skeletal muscle community an easy to use resource for developing more mature myotubes. After a literature review, we chose to use the micropatterned gelatin hydrogel system developed by Bettadapur et al. (2016) due to its ease of implementation in the setting of a basic biology lab, as well as their reports of morphologically advanced and prolonged cultures [26]. Through studying sarcomere morphology, protein expression, and transcriptomics, we found that micropatterned gelatin hydrogels accelerate and advance myogenic maturation and sarcomere formation in C2C12 myotubes when compared to traditional culture methods. This study provides the morphological and molecular information that can be used by investigators to determine whether the benefits of micropatterned culture justify their implementation. In our opinion, the patterning approach used here is cheap, facile, and easily adaptable by most skeletal muscle biology laboratories using C2C12 myotubes as an in vitro model.

## Methods

### Fabrication of PDMS stamps and gelatin hydrogels

PDMS stamps and gelatin hydrogels were fabricated according to the protocol by Bettadapur et al. (2016) [26]. Briefly, silicon wafer templates were made through the University of Florida Nanoscale Research Facility such that the photomask consisted of 10 μm lanes by 10 μm gaps (10 × 10) as 10 μm is roughly the width of a cell. The design file used to produce the photomask is included in Additional file 1. Elastomer base and curing agent from the Sylgard 184 silicone elastomer kit (Dow Corning) were mixed at a 10:1 ratio then poured over the wafer template, degassed, and cured in an oven at 65 °C for 4 h. PDMS stamps were then removed from the wafer and cut to fit on 22 mm × 22 mm glass coverslips.

Ten percent weight/volume gelatin was prepared with Bloom type A porcine gelatin (Sigma, St. Louis, MO) with autoclaved water and dissolved at 65 °C. Ten percent gelatin solution was added dropwise onto cell culture dishes. Sterilized 10 × 10 micropatterned or flat (i.e., unpatterned) PDMS stamps were then pressed onto the gelatin solution and incubated overnight at room temperature. With the stamp still in place, the gelatin was rehydrated with PBS for at least 3 h. PDMS stamps were then carefully removed from the gelatin, and the hydrogel was then incubated in a 10% *w*/*v* microbial transglutaminase solution dissolved in autoclaved water for 4 h at room temperature. Plates were washed with PBS and UV sterilized prior to use.

### Cell culture

The mouse myogenic C2C12 cell line was obtained from ATCC and cells were used up until passage number 8. Myoblasts were maintained on plastic cell culture dishes in Dulbecco’s modified Eagle’s medium (DMEM) supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin in a humidified incubator kept at 37 °C and 5% CO_2_. When cells reached 70% confluency, they were separated and plated on micropatterned gelatin hydrogels, unpatterned gelatin hydrogels, or on a fresh plastic cell culture dish at 1.5 × 10^5^ cells per 35 mm dish. Once confluent, cells were serum restricted with differentiation medium (DMEM, 2% horse serum, 1% penicillin-streptomycin) and left to differentiate for either 4 or 7 days. Growth or differentiation medium was replenished daily.

Skeletal muscle primary myoblasts were isolated as previously described [27, 28]. Hindlimb muscles from 3 8-week-old C57/Bl6J mice were collected and minced in Ham’s F-10 supplemented with 10% fetal bovine serum and 1% penicillin-streptomycin. Minced tissues were then incubated in 800 U/ml type II collagenase (Worthington) at 37 °C for 1 h with gentle agitation. Samples were then triturated with a 20 G needle, centrifuged, and resuspended in wash medium. Cell suspensions were filtered and resuspended in Ham’s F-10 supplemented with 20% fetal bovine serum, 1% penicillin-streptomycin, and 2.5 ng/ml basic fibroblast growth factor. Resuspended cells were pre-plated for 30 min in an uncoated dish, then unattached cells were transferred to ECM-coated (ECM gel from Engelbreth-Holm-Swarm murine sarcoma, Sigma) dishes. When cells reached 70% confluence, they were trypsinized and plated on micropatterned gelatin hydrogels. At this point, they were treated the same as C2C12 cells.

### Imaging

A plasmid containing an eGFP labeled α-actinin-2 (ACTN2-pEGFP) was a gift from Johannes Hell (Addgene plasmid #52669) [29]. The ACTN2-pEGFP gene fusion was then inserted into a PiggyBac Transposon system expression vector using standard molecular cloning techniques to facilitate stable cell line generation by puromycin selection (System Biosciences, Palo Alto, CA). C2C12 myoblasts were co-transfected with the ACTN2-pEGFP expression vector as well as a plasmid containing the Super Piggybac Transposase (System Biosciences, Palo Alto, CA). Following puromycin selection, cells were separated using a flow cytometer to select for the low expressing GFP cells to limit the effect of overexpressing α-actinin-2 for our studies. Cells were maintained as described above; however, to aid in microscopy, cells were grown on micropatterned or unpatterned gelatin-coated glass coverslips activated using 100 mM NaOH, 0.5% (3-Aminopropyl) trimethoxysilane, and 0.5% glutaraldehyde as described in Bettadapur et al. (2016) prior to being fixed with 2% paraformaldehyde. Cells were imaged using the ZEISS LSM 880 confocal microscope in the GFP and DAPI channels to visualize sarcomeric Z-lines and nuclei respectively. Sarcomere lengths were measured using fast Fourier transformations using the SarcOptiM plugin for ImageJ [30]. Specifically, the line tool in ImageJ was used to draw a line across 15 sarcomeres in series. SarcOptiM then computed the FFT spectrum based on the gray level profile along this line by looking for the peak in the defined sarcomere length range (defined by us as 1.6 um to 3.4 um). The number of myotubes forming sarcomeres was determined by counting the total number of myotubes within an image and the number of these myotubes that contained visually discernible sarcomeres. Live cell imaging of myotube contraction (Additional file 5) was performed using the ZEISS LSM 880 microscope outfitted with a ZEISS live cell imaging chamber and CCD camera. Imaging was performed at 37 degrees Celsius and 5% CO2. EGFP α-actinin-2 C2C12 cell lines were differentiated for 7 days on patterned gelatin substrates in glass bottom cell culture dishes. Media was replaced with Gibco FluoroBriteTMmedia supplemented with 2% horse serum for imaging. Images were collected once per second for 100 s.

### Determination of contractile protein content

Protein content of myosin heavy chain and actin were calculated from total protein lysates isolated from C2C12 myotubes grown on plastic dishes, unpatterned gelatin hydrogels, and micropatterned gelatin hydrogels. C2C12 cultures at days 4 and 7 of differentiation were briefly exposed to 0.05% trypsin to enrich for myotubes similar to the protocol used by Bi et al. (2017) [31]. Trypsin was deactivated with an excess of cell growth medium (DMEM, 10% FBS, 1% P-S) then spun at 500x*g* for 3 min at 4 °C. Pellets were washed with PBS then dissolved by directly adding 150 μl extraction buffer containing 2% SDS, 10% glycerol, 50 mm Tris base, 2% 2-mercaptoethanol, pH8.8 to cells grown in a 3.5 cm dish [32]. Protein concentration was measured using the Bio-Rad DC protein assay (Hercules, CA), and samples were diluted to 1 μg/μl with 4x Laemmli buffer before being boiled at 95 °C for 5 min. Equal amounts of total protein (5 μg) were loaded onto a 7.5% SDS-polyacrylamide gel and separated by molecular weight (100 V for 100 min) according to Baummann et al. (2016) [33]. Following electrophoresis, gels were fixed in 50% methanol 7% glacial acetic acid for 30 min then transferred into SYPRO Ruby protein stain (Molecular Probes, Eugene, OR) overnight. Stained gels were washed in 10% methanol, 7% glacial acetic acid for 30 min then with water prior to imaging. Protein gels were imaged using the Bio-Rad ChemiDoc MP and densitometry was performed for myosin heavy chain (~ 220 kDa), actin (~ 42 kDa), and total protein within each lane of the gel with Image Lab software.

### RNA preparation and RNAseq

C2C12 and primary myoblast cultures at days 4 and 7 of differentiation were processed similarly to those described above. Trypsin was deactivated with an excess of cell growth medium (DMEM, 10% FBS, 1% P-S) then spun at 500x*g* for 3 min at 4 °C. Pellets were washed with PBS, dissolved in Trizol, and frozen at − 80 °C until use. RNA isolation was performed using the commercially available Zymo RNA miniprep kit (Zymo Research, Irvine, CA). RNAseq libraries were prepared using the commercially available NEBNext kit (New England Biolabs, Ipswitch, MA). Libraries were quantitated using the Qubit system (Invitrogen, Carlsbad, CA), and fragment size determined using the Applied Biosystems Fragment Analyzer (Foster City, CA). Libraries were pooled and loaded at 20 pM onto an Illumina NextSeq 500 High Output v2 flow cell (75 × 75) (Illumina, San Diego, CA), generating roughly 35 million paired-end reads per sample.

FastQ files were downloaded to the University of Florida HiPerGator computing cluster. Differential gene expression analysis was performed using the programs Kallisto and Sleuth [34, 35]. Gene ontology enrichment analysis was performed using the online Panther GO enrichment tool [36–38]. All downstream analysis was performed using custom scripts in the R and Python languages.

### Statistical analysis

A one-way ANOVA with Tukey’s multiple comparisons was performed to determine significant relationships between groups in IHC and contractile protein content experiments. Statistical significance for these experiments was set a priori at *P* < 0.05 except for RNAseq data where *Q* < 0.05 was considered significant. Data are represented as mean ± SEM. Data analyses and histograms for IHC and contractile protein experiments were conducted with Prism (GraphPad, La Jolla, CA), while RNAseq experiments were analyzed and graphed using custom Python and R scripts. Wilcoxon rank-sum tests were performed to determine significant changes in log_2_(fold change) distributions between various sets of genes in the transcriptomics analysis experiments. Data analysis and statistical testing were performed in Python.

## Results

### Micropatterned C2C12 myotubes develop more sarcomeres than those grown on other substrates

In this study, we compared C2C12 myotubes cultured on three different substrates. The first was a micropatterned gelatin hydrogel with 10 μm-wide grooves as previously described (see “Methods” section) [26]. The second was the same gelatin hydrogel but lacking grooves. The third was either plastic (molecular experiments) or collagen-coated glass (morphological experiments) to mimic the predominant cell culture methods used by the skeletal muscle research community. Cells were analyzed at day 4 of differentiation (D4) and day 7 of differentiation (D7) (Fig. 1). Some analyses also used primary myoblasts from C57Bl6/J gastrocnemius [27] as a reference, also differentiated for 4 or 7 days on micropatterned gelatin hydrogels.

**Fig. 1:**
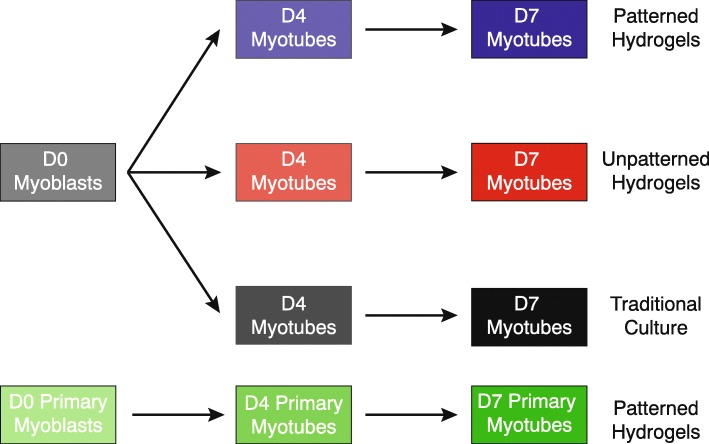
Experimental timecourse of C2C12 and primary myotubes on micropatterned hydrogels, unpatterned hydrogels, or using traditional cell culture. C2C12 cells or primary myoblasts were cultured on either micropatterned gelatin hydrogels, unpatterned gelatin hydrogels, or using traditional models of cell culture (i.e., collagen-coated glass coverslips or plastic cell culture dishes)

Because one defining property of skeletal muscle in vivo is the presence of sarcomeres yet most C2C12 myotube cultures do not yield robust sarcomeres, we examined sarcomere formation in vitro. To facilitate these studies, we generated a stable C2C12 cell line expressing eGFP-tagged α-actinin-2 (ACTN2). Cells were FACS sorted to select low expressors, to mitigate potential unwanted effects of high α-actinin-2 overexpression. Representative images of eGFP-ACTN2 C2C12 cells at D7 on each substrate are shown (Fig. 2a–c, e). Primary myotubes at D7 on patterned gelatin hydrogels served as a reference (Fig. 2d, f). The proportion of myotubes showing 15 or more sarcomeres in series, our cutoff for measuring sarcomere length, was greater at D7 as compared to D4 when cultured on gelatin. Interestingly, cells differentiated on micropatterned gelatin showed greater numbers of myotubes with contiguous sarcomeres as compared to cells differentiated on unpatterned gelatin and on collagen-coated glass (Fig. 2g). We also measured the distance between Z-lines as a measure of sarcomere length. We found that while average sarcomere length was not significantly different between myotubes cultured on each substrate, sarcomere length was stable over time between D4 and D7 when grown on gelatin, in contrast to sarcomere lengths from myotubes grown on collagen-coated glass (Fig. 2h). The sarcomere lengths found in patterned C2C12 myotubes at both D4 and D7 exhibited lengths consistent with the in vivo plateau of the length-tension relationship (approximately 2.4 μm) [39].. Additionally, we visually estimated the total number of myotubes with aligned sarcomeres and found that patterned C2C12s formed significantly more sarcomeres as compared to myotubes cultured on other substrates at D4 (*P* < 0.05; Fig. 2i). These results suggest that micropatterned gelatin hydrogels may promote structural maturation of C2C12 myotubes.

**Fig. 2:**
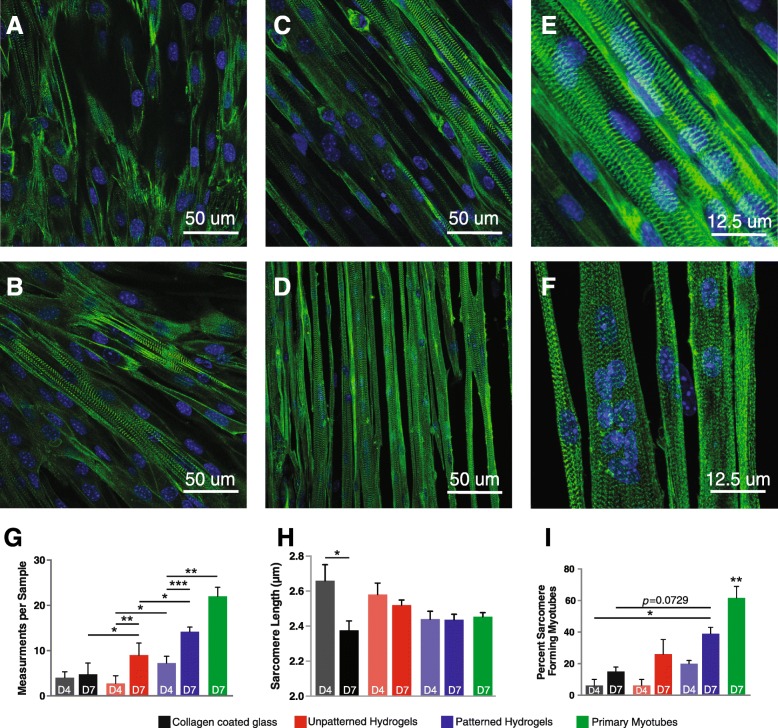
Sarcomere formation is accelerated in C2C12 myotubes grown on micropatterned gelatin hydrogels. Representative images of C2C12 myotubes 7 days post-differentiation grown on **a** collagen-coated glass coverslips, **b** unpatterned gelatin hydrogels, and **c**, **e** patterned gelatin hydrogels, as well as **d** and **f**. primary myotubes grown on patterned gelatin hydrogels. Myotubes are labeled with GFP-sarcomeric-α-actinin (green) and DAPI (blue). Images were analyzed by measuring sarcomere formation as defined by greater than 15 sarcomeres in series. **g** C2C12 myotubes and primary myotubes develop a greater number of sarcomeres in series when grown on micropatterned gelatin than on either unpatterned gelatin or collagen-coated glass. **f** Sarcomere length is stable by day 4 post-differentiation in micropatterned C2C12 and primary myotubes but continues to change in both collagen-coated glass and unpatterned gelatin conditions. **f** Images were visually assessed for the approximate number of sarcomere forming myotubes. C2C12 myotubes grown on micropatterned gelatin hydrogels develop sarcomeres more often, even when there are not enough sarcomeres in series to be included in other measurements. Primary myotubes grown on micropatterned gelatin hydrogels develop significantly more sarcomeres than all other conditions. *P < 0.05. **P < 0.01. ***P < 0.001

### Contractile protein content is increased in micropatterned C2C12 myotubes

We observed that micropatterned myotubes seemed to contract more frequently and uniformly than cells grown on unpatterned gelatin or collagen-coated coverslips. Based on these observations and our sarcomere results, we tested whether micropatterned C2C12 myotubes also produced more contractile protein relative to myotubes differentiated using other methods. We used SYPRO Ruby to stain SDS-polyacrylamide gels loaded with equal amounts of total protein (Fig. 3a). C2C12 myotubes were differentiated on patterned and unpatterned gelatin and compared to myotubes differentiated on plastic. Actin protein content of the myotube culture was not significantly different across any conditions (Fig. 3b). However, we found that the micropatterned myotubes contained significantly more myosin heavy chain and exhibited significantly higher myosin heavy chain versus actin ratios at D4 and D7 relative to the unpatterned control group (Fig. 3c, d). These results demonstrate that micropatterned gelatin hydrogels promote increased contractile protein expression in C2C12 myotubes as compared to other culturing methods. Given our previous observations regarding increased numbers of sarcomeres, the additional myosin heavy chain protein is likely organized into contraction-capable sarcomeres.

**Fig. 3:**
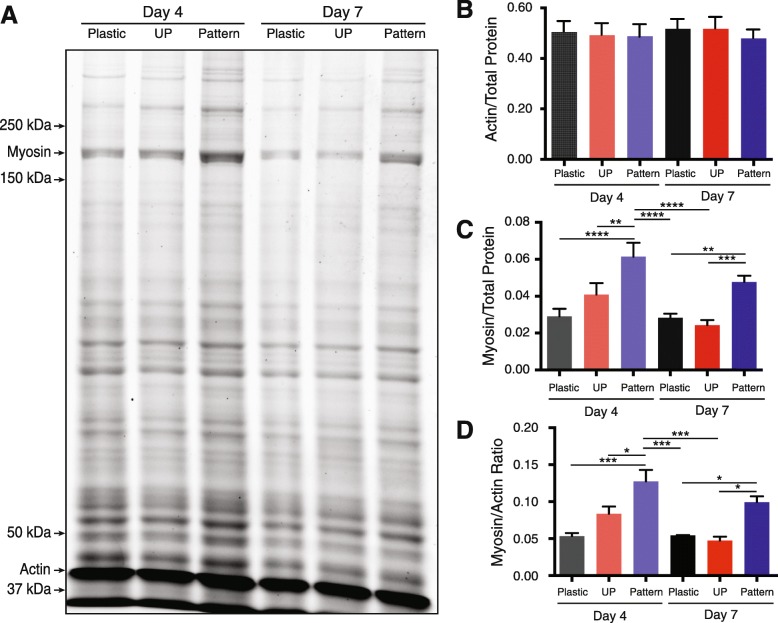
Contractile protein content increases in C2C12 myotubes grown on micropatterned gelatin hydrogels compared to other culturing methods. **a**. Representative SDS-PAGE gel separating total protein content of C2C12 myotubes at days 4 and 7 post-differentiation on plastic cell culture dishes, unpatterned gelatin hydrogels (UP), and micropatterned gelatin hydrogels. **b** Myosin heavy chain content normalized to total protein loaded. **c** Actin compared to total protein loaded. **d** Myosin heavy chain to actin ratio. Sample size per group, *n* = 3 biological replicates. *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### Transcriptomics analysis reveals patterned hydrogel-associated upregulation of sarcomere genes and genes upregulated in vivo

To better understand the molecular basis of enhanced sarcomere formation in gelatin-micropatterned C2C12s, we performed RNAseq across the C2C12 differentiation time course. We compared myotubes from two different batches of C2C12 cells (both derived from ATCC stocks) grown on patterned gelatin, unpatterned gelatin, and plastic substrates at day 0 (myoblasts at confluency, just prior to serum withdrawal), day 4, and day 7 (Fig. 4a). Three separate cultures were prepared for each of the 15 conditions, yielding 45 RNAseq libraries in total (all gene expression values are in Additional file 2). 

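RNA from C2C12 cells, a mouse myoblast line, and from primary mouse myoblasts was sequenced as paired-end reads at day 0, day 4 and day 7 of differentiation. The data analysed here comprise 30 libraries from 10 conditions with 3 libraries each. These are C2C12 myoblasts at day 0, C2C12 myotubes on plastic, unpatterned gelatin and patterned gelatin at days 4 and 7, and primary cells at day 0 and on patterned gelatin at days 4 and 7. The sample labels give no batch for the C2C12 cells, so gene sums of the files' TPM (a length-corrected share of the transcripts) were set beside the 1148 gene rows of Additional file 2 used here. In each of the 30 libraries, 98.9% to 99.4% of 1039 genes matched by symbol lay within 0.01 on the log2(TPM + 1) scale of the column for the same condition and replicate, and no other column reached more than 17.6%. For all 21 C2C12 libraries that column belonged to batch 2. The authors quantified each library with Kallisto against mm10, and the files hold estimated counts and TPM for 88198 transcripts. Kallisto's version and its transcript annotation are not given in the sources used here. For the values reported here, the estimated counts of 86031 transcripts with a match in the GENCODE M21 annotation were summed into 30205 genes and rounded to whole numbers. The other 2167 transcripts held 0.723% to 0.893% of the counts of a library. Total estimated counts ran from 13.1 M to 59.4 M per library (M, mega) with a median of 27.3 M, and all values here use these totals. The paper's reported depth is roughly 35 M reads per sample. At day 4 the totals were 23.3 to 59.4 M on plastic (median 23.6), 22.0 to 29.8 on unpatterned gelatin (median 25.0) and 26.9 to 31.1 on patterned gelatin (median 28.7). At day 7 they were 22.7 to 31.5 M on plastic (median 26.7), 25.3 to 30.0 on unpatterned gelatin (median 28.3) and 13.1 to 30.0 on patterned gelatin (median 16.8). C2C12 myoblasts had 19.7 to 27.8 M (median 23.4), and the primary libraries had 27.6 to 28.0 at day 0 (median 27.7), 27.0 to 28.5 at day 4 (median 28.3) and 20.5 to 29.9 at day 7 (median 26.7). Groups were compared with the quasi-likelihood test of edgeR after TMM normalization and its filter on low counts, with all 21 C2C12 libraries in a single fit of 14844 genes and the 9 primary libraries in another of 14352 genes. Genes with a Benjamini-Hochberg adjusted p under 0.05 were counted as changed, the threshold the paper sets on its Q values.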

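On both gelatin substrates, genes that respond to low oxygen were higher than on plastic, and so were Cxcl1, Ccl2 and Cxcl5, which encode chemokines. Car9, a hypoxia-induced carbonic anhydrase, stood at 6.96 ± 1.22 CPM (library-scaled counts; SD, n = 3 libraries) on patterned gelatin, 9.71 ± 2.19 on unpatterned gelatin and 0.647 ± 0.291 on plastic at day 4. Its log2 fold change against plastic at day 4 was 3.48 on patterned gelatin (standard error 0.26, adjusted p = 3.62e-07 from edgeR's quasi-likelihood test) and 3.95 on unpatterned gelatin (standard error 0.26, adjusted p = 5.32e-08 from the same test). At day 7 it was 4.95 on patterned gelatin (standard error 0.26, adjusted p = 2.62e-09) and 4.58 on unpatterned gelatin (standard error 0.26, adjusted p = 9.57e-09). Apln, which encodes the peptide hormone apelin, was higher by a log2 fold change of 3.44 to 3.98 in the 4 comparisons. Of 16 hypoxia response genes, 4 rose on patterned and 7 on unpatterned gelatin at day 4, and 9 rose on each at day 7, with none lower. Adjusted over the list alone, 6, 9, 11 and 9 rose on patterned and unpatterned gelatin at day 4 and on patterned and unpatterned gelatin at day 7. The list stood apart from the other genes in all 4 comparisons with camera, also with an estimated correlation (adjusted p = 0.000347, 9.93e-05, 0.000348 and 2.92e-05 in the same order). These chemokine genes rose by log2 fold changes of 1.86 to 3.85, and Ckmt2, the mitochondrial creatine kinase of muscle, by 0.94 to 2.53.

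**Figure D1:**
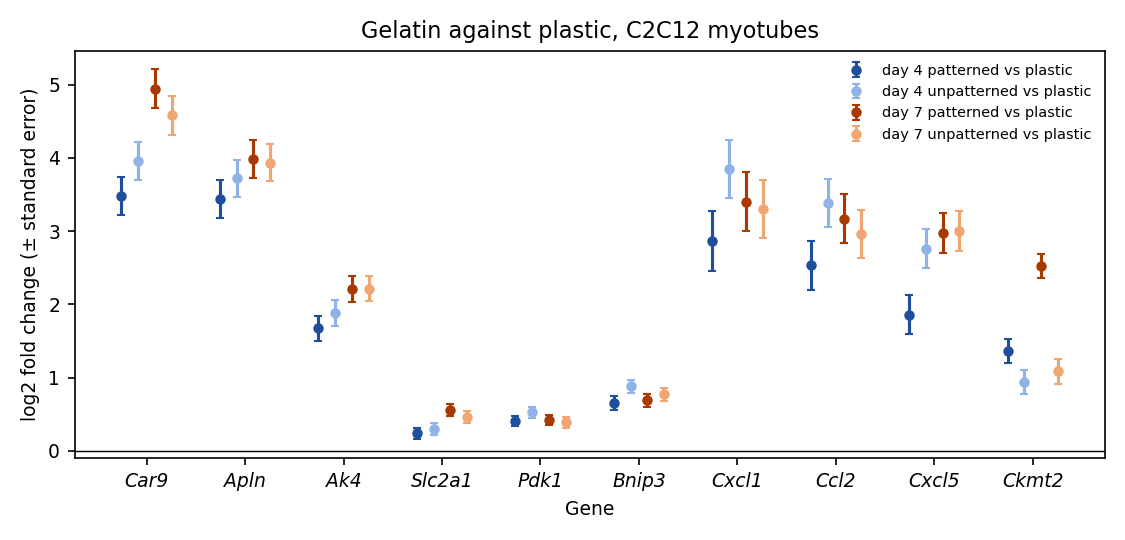
Log2 fold change (vertical axis, with standard error) of 10 genes (horizontal axis) in C2C12 myotubes on patterned or unpatterned gelatin against plastic, 3 libraries per group. All points lie above 0, from 0.24 for the glucose transporter gene Slc2a1 on patterned gelatin at day 4 (adjusted p = 0.111 from edgeR) to the value of Car9 on patterned gelatin at day 7.

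Against plastic, 527 genes changed on patterned gelatin at day 4 (311 higher, 216 lower) and 1171 on unpatterned gelatin (597 higher, 574 lower). At day 7, 3537 genes changed on patterned gelatin (1922 higher, 1615 lower) and 514 on unpatterned gelatin (369 higher, 145 lower). Between day 0 and day 7 on patterned gelatin, 10052 genes changed (5087 higher, 4965 lower). With only the groups compared in the fit, the counts were 2413 on patterned and 3223 on unpatterned gelatin at day 4 and 21 and 70 at day 7, of which 521, 1158, 19 and 57 are also in the counts above. Leaving out any 1 of the 6 libraries gave 129 to 213 genes on patterned gelatin at day 4; for unpatterned gelatin at day 4 the count was 439, 287 or 462 without plastic replicate 1, 2 or 3 and 281 or 263 without unpatterned replicate 2 or 3, for patterned gelatin at day 7 it was 2028 without plastic replicate 1 and 2047 without patterned replicate 3, and for unpatterned gelatin at day 7 it was 198 or 254 without unpatterned replicate 2 or 3.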

Many genes were differentially regulated across time points and growth substrates, but the greatest differences were observed when comparing myotubes grown on plastic versus either gelatin substrate. 

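At day 7, 81 genes differed between patterned and unpatterned C2C12 myotubes, 59 higher and 22 lower. Genes of muscle fibres were among those that rose. Pvalb, which encodes the calcium buffer parvalbumin of fast fibres, was at 18.0 ± 2.90 CPM (SD, n = 3) in patterned and 5.29 ± 0.984 in unpatterned myotubes, a log2 fold change of 1.76 (standard error 0.25). Its adjusted p was 0.00225 from edgeR's quasi-likelihood test. The genes with the largest rises also held Atp1b2 (1.72), a subunit of the sodium pump, Slc10a4 (1.38), Lrrc30 (1.34) and Gpd1 (1.06), the cytosolic glycerol phosphate dehydrogenase. Among the 22 genes that fell were Cenpk (log2 fold change -1.05), a centromere protein, Tmc5 (-1.03) and Ctf2 (-1.02), beside Gm2260 and Gm10800, which are predicted genes. At day 4 a single gene, Mtus1, passed, at 70.1 ± 2.69 CPM (SD, n = 3) in patterned and 48.6 ± 0.159 in unpatterned myotubes, a log2 fold change of 0.53 (standard error 0.08). Its adjusted p was 0.0450 from edgeR, 1281 genes had an unadjusted p under 0.05, and DESeq2 called 148. Igfn1, an immunoglobulin-domain protein of the Z disc (log2 fold change 0.86, adjusted p = 0.0775 from edgeR), and Cmya5, which binds desmin (1.09, adjusted p = 0.0693), had values above 0 at day 4 without passing, while Mgp, matrix Gla protein, stood at -0.84 (adjusted p = 0.206). With only the patterned and unpatterned libraries of that day in the fit, 71 genes passed at day 4, Cmya5, Igfn1 and Mgp among them, and 0 at day 7, where edgeR gave 2943 genes with an unadjusted p under 0.05 in the fit of all C2C12 libraries and DESeq2 called 482 (235 higher, 247 lower). The count at day 7 was 15 (all higher), 160 (87 higher, 73 lower) or 21 (20 higher, 1 lower) without unpatterned replicate 1, 2 or 3 and 881 (280 higher, 601 lower) or 37 (29 higher, 8 lower) without patterned replicate 1 or 2. A split of the same 6 libraries across the substrates, with unpatterned replicates 1 and 3 and patterned replicate 1 on the same side, gave 982 genes. The count at day 4 was 0 without any 1 of the 6 libraries. No gene passed a test of whether the effect of the pattern differed between the days with edgeR, which gave 1064 genes an unadjusted p under 0.05, and DESeq2 called 5.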

The number of genes differentially regulated between patterned and unpatterned myotubes was greatest at day 4 (hundreds of genes), and fewer at day 7 (< 100 genes in either batch 1 or batch 2) (Additional file 3). 

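Between patterned and unpatterned myotubes at day 7, genes of excitation-contraction coupling, of glycolysis and of the mitochondrial genome were among the groups that camera called. Of 24 genes of excitation-contraction coupling and calcium handling, 3 rose and none fell (7 rose when adjusted over the list alone), among them Casq1, the calcium store protein calsequestrin (log2 fold change 0.76), and Clcn1, the chloride channel of muscle (0.84). Of 30 genes of glycolysis and glycogen, 3 rose (7 over the list alone), namely Ldhb (0.61), Pgam2 (0.61) and Pygm, muscle glycogen phosphorylase (0.59). Camera placed both lists above the other genes with its preset correlation (adjusted p = 3.45e-09 and 0.000120), but not with an estimated correlation (adjusted p = 0.132 and 0.309). None of these genes passed with only the groups compared in the fit. The 13 transcripts of the mitochondrial genome had a median log2 fold change of -1.08 in the same comparison, with none past the test over all genes and 12 lower over the list alone (camera adjusted p = 1.10e-11 with the preset and adjusted p = 0.132 with an estimated correlation). Nuclear genes of oxidative phosphorylation (median 0.19) were called upward and cell cycle genes (-0.15) downward with the preset, and not with an estimated correlation (adjusted p = 0.569 and 0.666), with no member of either past the test. Against plastic at day 7, part of the nuclear genes of oxidative phosphorylation, glycolysis and the tricarboxylic acid cycle were higher on patterned gelatin. Camera with an estimated correlation called none of these lists. Of 25 genes of fatty acid oxidation, 9 rose and 2 fell (camera with its preset correlation, adjusted p = 0.0724). Of 79 nuclear genes of oxidative phosphorylation, 34 rose and 2 fell (34 and 3 over the list alone), with Cox7a1, a cytochrome oxidase subunit of muscle, at a log2 fold change of 1.04, Atp5g3, a subunit of ATP synthase, at 0.72 and Sdhc, a subunit of succinate dehydrogenase, at 0.62. The median of this list lay 0.23 above that of all genes on the log2 scale (adjusted p = 1.83e-08 from camera with its preset correlation, adjusted p = 0.465 with an estimated correlation). Per library it stood at 0.25 ± 0.14 (SD, n = 3) on patterned gelatin and 0.00 ± 0.15 (SD, n = 3) on plastic. Every patterned library lay above every plastic library (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The margin was narrow, with patterned replicate 1 at 0.1365 and plastic replicate 1 at 0.1314. Patterned replicates 2 and 3 stood at 0.21 and 0.40. Unpatterned replicates 1, 2 and 3 stood at 0.02, 0.25 and -0.02 relative to plastic. At day 4, 3 genes of this list rose, Ndufs1 (0.33), Sdha (0.24) and Cox7a1 (0.67), and the list's shift against all genes was 0.00 (Wilcoxon rank-sum test across genes, n = 79 genes, p = 0.965), but 0.07 with the ratio of mean TPM and 0.11 with the trend on transcript length removed (the latter chosen after seeing the data). Unpatterned myotubes gave 0.02 at day 4, or 0.07 with that trend removed, and 0.10 at day 7. The day 7 value fell to 0.03 without plastic replicate 2 and to -0.01 without unpatterned replicate 2. Genes of cytosolic ribosomal proteins rose at day 7 as well, 26 of 76 on patterned and 3 on unpatterned gelatin, with none lower (34 higher and 1 lower, and 8 higher, over the list alone), and their shifts were 0.25 and 0.20 (camera with an estimated correlation, adjusted p = 0.470 and 0.664). Genes of glycolysis and glycogen rose in all 4 comparisons with plastic, 5 and 17 of 30 on patterned and 7 and 5 on unpatterned gelatin at days 4 and 7 (12, 20, 7 and 6 over the list alone). Camera with its preset correlation called them in each, and with an estimated correlation in none (adjusted p = 0.226, 0.343, 0.7998 and 0.607). Of 28 genes of the tricarboxylic acid cycle and pyruvate dehydrogenase, 4 rose at day 4 and 10 at day 7 on patterned gelatin (12 and 10 over the list alone), among them Dlat (0.51 and 0.28). This list was called by camera on both days with the preset, and on neither with an estimated correlation (adjusted p = 0.227 and 0.362). Transcripts of the mitochondrial genome were lower on patterned gelatin than on plastic, too, at day 7: 10 of 13 fell (11 over the list alone), with a median of -1.30 and mt-Nd4 at -2.28 (camera adjusted p = 2.25e-07 with the preset and adjusted p = 0.356 with an estimated correlation). They made up 1.91%, 1.77% and 0.894% of the counts in patterned replicates 1, 2 and 3 and 2.14% to 4.11% in the other C2C12 myotube libraries of that day. With only the groups compared in the fit, 21 genes in all passed between patterned gelatin and plastic at day 7.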

Genes regulated between patterned versus unpatterned conditions were enriched in Gene Ontology categories related to muscle development, and genes regulated between gelatin versus plastic conditions were enriched in categories related to mitochondrial function and cellular respiration (Additional file 4). Interestingly, although we found that specific genes regulated in batch 1 time courses were often not the same genes regulated in the batch 2 time courses, enriched GO categories were remarkably consistent between the two batches. In particular, the “sarcomere” category was overrepresented in all comparisons (Fig. 4a), and therefore we decided to more closely examine the behavior of these 198 genes across each time course. 

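Sarcomere genes were examined here with a list of 131 genes of the thick filament and M band, the thin filament, and the Z disc and I band, of which 128 were measured. Between patterned and unpatterned myotubes at day 7, 15 of them rose and none fell (39 rose and 1 fell when adjusted over the list alone). Actn2, which encodes α-actinin-2 of the Z disc, was at 344 ± 37.9 CPM (SD, n = 3) in patterned and 189 ± 8.85 in unpatterned myotubes, a log2 fold change of 0.87 (standard error 0.11). Its adjusted p was 0.00225 from edgeR's quasi-likelihood test. Myoz1, a calcineurin-binding protein of the Z disc (1.12), Mybpc2 and Mybpc1, the fast and slow myosin-binding proteins C (0.77 and 0.72), the neonatal myosin Myh8 (0.60) and the slow myosin Myh7 (0.56) rose with it. Of 34 genes of the thick filament and M band, 6 rose (20 over the list alone), and camera called this list also with an estimated correlation (adjusted p = 0.0306). At day 4 none of the 128 passed in edgeR over all genes (7 rose and Tpm4 fell over the list alone), while with only the groups compared in the fit 7 of 127 rose and 1 fell over all genes. Against plastic, 12 sarcomere genes rose and 1 fell at day 4 (19 and 3 over the list alone), with Cmya5 at 1.83 and the intermediate filament gene Synm at 1.00. At day 7, 33 rose and 11 fell (38 and 12 over the list alone), and Actn2 stood at 0.88, the fast myosin Myh4 at 0.87 and the cardiac actin Actc1 at 0.54. The genes of the giant proteins titin and nebulin went the other way. In patterned myotubes against plastic at day 7, Ttn had a log2 fold change of -1.03 (standard error 0.26, adjusted p = 0.0115 from edgeR). That of Neb was -1.08 (standard error 0.30, adjusted p = 0.0175 from edgeR). At day 7 Ttn held 1.99%, 3.41% and 2.71% of the counts in plastic replicates 1, 2 and 3. It held at most 1.79% in any unpatterned and at most 1.725% in any patterned library. Its lower level was thus shared by both gelatin substrates. Camera with its preset correlation placed the whole list above the other genes in the 4 comparisons, and with an estimated correlation in none (adjusted p = 0.197 and 0.0833 against unpatterned and 0.655 and 0.465 against plastic at days 4 and 7). With only the groups compared in the fit, none of the genes named for patterned against unpatterned gelatin at day 7 passed, nor did Actn2, Myh4, Ttn and Neb against plastic. The adjusted p from edgeR was 0.0757 to 0.399 for these 4 and, against unpatterned gelatin, for Actn2, Myoz1 and Mybpc2. Without plastic replicate 3 Neb stood at -0.90 (adjusted p = 0.0666) and Myh4 at 0.61 (adjusted p = 0.0523). In the paper's Additional file 4, the numbers of sarcomere genes among the genes submitted are the paper's: 26 of 194 and 6 of 18 for patterned against unpatterned, and 51 of 1512 and 30 of 672 for patterned against plastic, at days 4 and 7.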

First, we plotted the cumulative distribution of the log_2_ fold change (LFC) between day 7 patterned versus unpatterned samples for all genes and for genes in the “sarcomere” category (Fig. 4b). We then computed the difference in median LFC between those two groups, defined as sLFC (sarcomere log fold change, Fig. 4b). In this comparison, we observed that sarcomere-encoding genes tend to be up-regulated relative to all other genes, yielding an sLFC of ~ 0.1 (Fig. 4b, inset). 

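In batch 2, the sarcomere list was shifted upward in patterned myotubes in each of the 4 comparisons that the paper makes. The median log2 fold change of the 128 measured genes exceeded that of all genes by 0.10 at day 4 and 0.24 at day 7 against unpatterned gelatin, and by 0.03 at day 4 and 0.16 at day 7 against plastic. Of the 128 genes, 92 and 98 had a log2 fold change above 0 against unpatterned gelatin at days 4 and 7. Against plastic, 70 and 89 had. Wilcoxon's rank-sum test across genes, the test that the paper names, gave p = 2.25e-09, 4.62e-19, 0.00944 and 4.15e-08 in that order. Genes are not independent replicates, and camera with an estimated correlation called the list in none of the 4 comparisons (adjusted p = 0.0833 to 0.655), so the list was also read per library. Against unpatterned gelatin, its value was 0.10 ± 0.03 (SD, n = 3) in patterned and -0.01 ± 0.03 in unpatterned libraries at day 4, and 0.21 ± 0.02 and -0.01 ± 0.05 at day 7. Against plastic, it was 0.06 ± 0.02 in patterned and 0.00 ± 0.03 in plastic libraries at day 4, and 0.14 ± 0.03 and 0.00 ± 0.06 at day 7. In all 4 comparisons every patterned library lay above every library of the other group. The exact permutation test gave two-sided p = 0.1 in each, the smallest that 3 libraries against 3 allow. At day 4 against plastic the margin was narrow, with patterned replicate 2 at 0.0329 and plastic replicate 3 at 0.0289. The comparisons of a day share their patterned libraries and so are not independent.

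**Figure D2:**
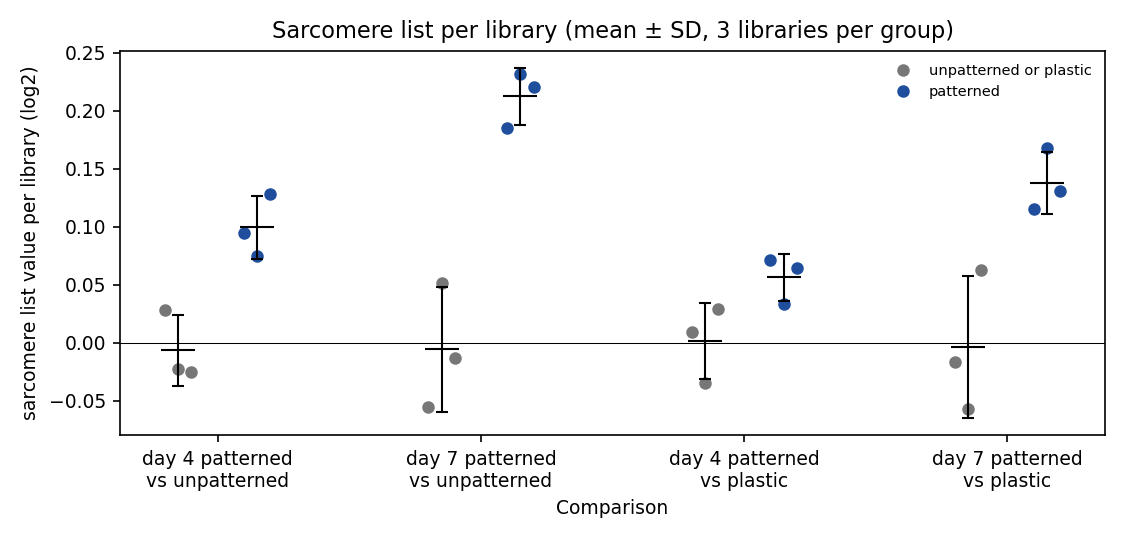
Value of the sarcomere list in each library (vertical axis, log2 scale, relative to the mean of the unpatterned or plastic libraries and to all genes) in 4 comparisons (horizontal axis), with the mean and SD of 3 libraries. The patterned libraries lie above the others in each comparison, by a narrow margin against plastic at day 4.

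Myotubes on unpatterned gelatin did not share this shift against plastic, with values of -0.04 at day 4 and -0.06 at day 7. The contractile filament genes alone, 61 of the 128, were shifted by 0.16 and 0.33 against unpatterned gelatin at days 4 and 7. Against plastic they were shifted by 0.02 and 0.18, and at day 4 the libraries of these groups overlapped (exact permutation test, p = 0.2). On unpatterned gelatin their shifts against plastic were -0.07 and -0.18, with overlapping libraries on both days (exact permutation test, p = 0.3 and 0.2). Their shift against unpatterned gelatin is thus not a rise above plastic alone. Other lists moved as well. With camera's preset correlation, immediate early genes had the smallest p against unpatterned gelatin at day 4 (adjusted p = 7.81e-11). With an estimated correlation their adjusted p was 0.185. Their median was -0.34, with 2 of 24 above 0 and 9 lower over the list alone. Extracellular matrix genes had a median of -0.16, with 10 of 54 above 0 (estimated correlation, adjusted p = 0.197). Satellite cell genes had a median of -0.13, with 6 of 18 above 0 (adjusted p = 0.185). At day 4 none of 12 fibroblast markers and 1 of 40 cell cycle genes had a log2 fold change above 0 against unpatterned gelatin (medians -0.20 and -0.17; camera with an estimated correlation, adjusted p = 0.197 and 0.385), and against plastic 1 of 9 smooth muscle markers had (median -0.30, adjusted p = 0.227). At day 7 against plastic 16 of 40 cell cycle genes fell and 1 rose (20 and 1 over the list alone, adjusted p = 0.465), but 7 of 18 satellite cell genes rose and none fell (9 over the list alone, adjusted p = 0.343), so the share of muscle cells is not settled by these lists. At day 7 each patterned library also held a smaller share of mitochondrial transcripts than each unpatterned or plastic library. The shift against plastic at day 4 was 0.0245 to 0.0647 without 1 library and 0.0176 with no low-count filter. Without plastic replicate 2 it was 0.04 and no longer passed the rank-sum test (n = 128 genes, p = 0.0668). From the shifts in all comparisons, the paper proposes that patterned substrates broadly raise the expression of genes encoding the sarcomere (Fig. 4c).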

We extended this approach to all other comparisons of patterned, unpatterned, and plastic myotubes, and observed that all comparisons at days 4 and 7 exhibited significant rightward shifts in sLFC (Wilcoxon rank-sum test), suggesting that patterned substrates broadly increase the expression of sarcomere-encoding genes (Fig. 4c).

**Fig. 4:**
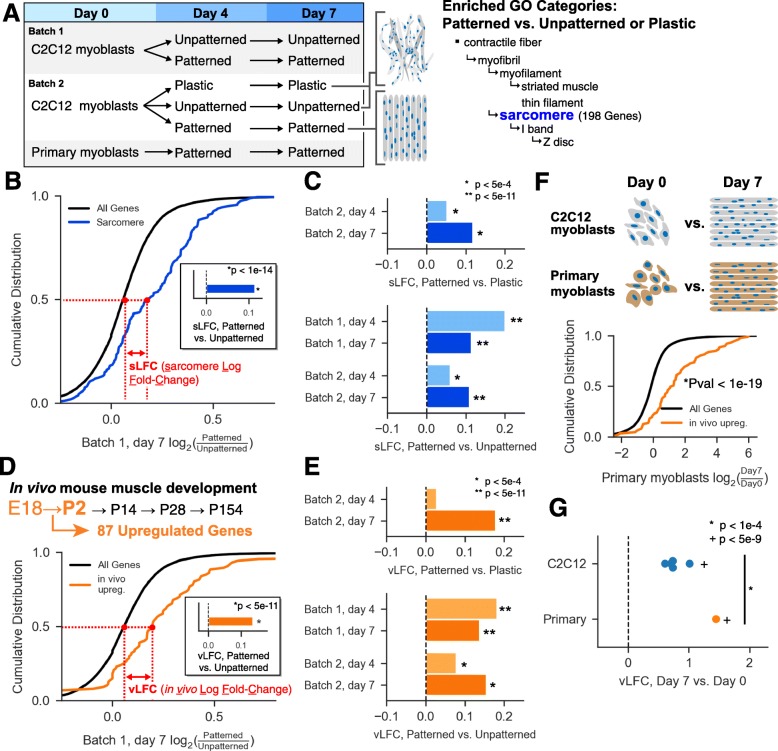
Global transcriptomic characterization of patterned and unpatterned myotubes by RNAseq. **a** Schematic describing samples used for RNAseq. GO categories enriched in all comparisons of patterned vs. unpatterned or plastic myotubes. Genes in the sarcomere category (highlighted in blue) were used for downstream analysis. **b** Cumulative distribution of the log_2_ fold change (LFC) of all genes (black) and sarcomere genes (blue), where LFC is computed using batch 1, day 7 patterned vs. unpatterned myotubes. Inset: bar showing the difference between median sarcomere LFC and median LFC for all genes, defined as sLFC (sarcomere log fold change). **c** Bars showing sLFC for each comparison of patterned vs. unpatterned or plastic. **d** In vivo time course used to select P2 vs. E18 upregulated genes [40]. Cumulative distribution of the LFC of all genes (black) and in vivo upregulated genes (orange), where LFC is computed using batch 1, day 7 patterned vs. unpatterned myotubes. Inset: bar showing the difference between median in vivo upregulated LFC and median LFC for all genes, defined as vLFC (in vivo log fold change). **e** Bars showing vLFC for each comparison of patterned vs. unpatterned or plastic. **f** Cumulative distribution of LFC for all genes (black) and in vivo upregulated genes (orange), where LFC is computed using primary myoblasts at day 7 vs. day 0. **g** Points showing vLFC for all day 7 vs. day 0 myoblast comparisons (blue) and primary myoblasts (orange). The statistical significance of the primary myotube versus C2C12 myotubes was assessed by computing a *Z* score and associated *P* value from the mean and standard deviation of the C2C12 myotubes

We then assessed whether C2C12 differentiation on patterned hydrogels was more representative of in vivo muscle development, relative to differentiation on unpatterned gelatin or plastic substrates. We analyzed a publicly available mouse muscle development RNAseq time course [40], focusing on postnatal day 2 (P2) versus embryonic day 18 (E18) to most closely reflect timing of myoblast to myotube conversion. We identified 143 upregulated and 78 downregulated genes; among the upregulated genes, 87 were expressed in our C2C12 cells. Similar to Fig. 4b, we plotted the cumulative distribution of LFC between patterned and unpatterned conditions, this time separating genes into “*in vivo* upregulated” genes and all other genes (Fig. 4d). We computed the difference in median LFC between those two groups, defined as vLFC (in vivo log fold change), and observed a significant rightward shift when analyzing patterned versus unpatterned C2C12s at day 7 (Fig. 4d, inset). 

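As a list, genes that rise in skeletal muscle after birth were shifted upward in patterned myotubes against both other substrates. With an estimated correlation, camera called the list only against unpatterned gelatin at day 7. It holds 60 genes of postnatal muscle maturation written from general knowledge, of which 59 were measured. It is not the paper's list of genes regulated in vivo. Against unpatterned gelatin at day 7, 13 of the 59 rose and none fell (29 rose when adjusted over the list alone), led by Ckmt2 at a log2 fold change of 1.44 (standard error 0.16, adjusted p = 0.000358 from edgeR's quasi-likelihood test). None of these passed with only the groups compared in the fit. Against plastic, 12 rose at day 4 and 22 at day 7, with none lower (18 and 24 over the list alone). Gpd1 stood at 1.31 and 1.33 on these days, and Car3, a carbonic anhydrase of slow fibres, at 1.01 on day 7. At day 4 against unpatterned gelatin none passed over all genes in edgeR and 6 rose over the list alone, while with only the groups compared in the fit 4 of 58 rose over all genes and none fell. The median of the list exceeded that of all genes by 0.18 at day 4 and 0.40 at day 7 against unpatterned gelatin, and by 0.20 at day 4 and 0.37 at day 7 against plastic. The rank-sum test across genes (n = 59 genes, which are not independent replicates) gave p = 3.23e-09, 1.54e-20, 6.55e-07 and 5.42e-11. Without patterned replicate 3, the shift against plastic at day 7 was 0.21, and without any other single library it was 0.31 to 0.40. Per library, the values at day 7 were 0.38 ± 0.06 (SD, n = 3) in patterned and 0.01 ± 0.09 in unpatterned libraries, and 0.31 ± 0.12 in patterned and 0.00 ± 0.12 in plastic libraries. The patterned libraries lay above the others in all 4 comparisons (exact permutation test, two-sided p = 0.1, the lowest that 3 against 3 can give). On unpatterned gelatin the shift against plastic was 0.03 at day 4 and -0.06 at day 7. Camera called the list in all 4 comparisons with its preset correlation, and with an estimated correlation against unpatterned gelatin at day 7 (adjusted p = 0.0306) but not at day 4 (adjusted p = 0.197) or against plastic (adjusted p = 0.357 at day 4 and 0.343 at day 7).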

Almost all other comparisons of patterned vs. unpatterned or plastic myotubes also showed a significant rightward shift in vLFC (Wilcoxon rank-sum test), indicating broad upregulation of in vivo upregulated genes upon growth on patterned substrates (Fig. 4e). These analyses suggest that myotube culture on patterned substrates can drive gene expression towards profiles more closely mimicking in vivo muscle development.

Similar to comparisons made in Fig. 2, we sought to compare myotube formation in both C2C12 myoblasts and primary myoblasts on patterned substrates. Here, we plotted the cumulative distribution of LFC between day 7 and day 0, and again separated genes into those upregulated in vivo between E18 and P2 and all other genes (Fig. 4f). We computed the vLFC, yielding ~ 1.4 for primary myotubes at day 7. 

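Genes of postnatal muscle maturation rose in primary cells between day 0 and day 7. The day 0 libraries carry a plastic label, while those of day 7 were on patterned gelatin. The methods describe dishes coated with extracellular matrix until plating on patterned gelatin, and do not state the day 0 substrate separately. A change of substrate over these days is therefore possible but not established. Myh4, the fastest myosin heavy chain, was at 239.6 ± 107 CPM (SD, n = 3) at day 7 and 0.301 ± 0.107 at day 0, a log2 fold change of 9.61 (standard error 0.69). Its adjusted p was 2.32e-05 from edgeR's quasi-likelihood test. Mybpc2 rose by 9.60, Myh8 by 8.07, Mybpc1 by 8.58 and Capn3, the muscle calpain, by 8.82. Of the 59 measured genes of postnatal muscle maturation, 55 rose and none fell (56 over the list alone). All 32 measured genes of the thick filament and M band rose. The median of the maturation list exceeded that of all genes by 4.44 on the log2 scale (Wilcoxon rank-sum test across genes, which are not independent replicates, n = 59 genes, p = 6.56e-35). Per library it was 3.44 ± 0.76 (SD, n = 3) at day 7 and 0.00 ± 0.14 at day 0 (exact permutation test, two-sided p = 0.1, the smallest possible). At day 7 it was 3.98, 3.77 and 2.57 in cultures 1, 2 and 3, the last of which stood apart. Over the same days all 40 cell cycle genes fell, and so did 64 of 76 genes of cytosolic ribosomal proteins (66 over the list alone). Of 18 satellite cell genes, 14 fell and 1 rose. Pax7, the marker of muscle stem cells, fell by 3.20 on the log2 scale (standard error 0.57, adjusted p = 0.00192 from edgeR), and Myod1, the regulator of myoblast identity, fell by 2.59. In all, 6732 of 14352 genes changed, with 3196 higher and 3536 lower. Camera called the lists of maturation, thick filament, cell cycle, ribosomal proteins and satellite cells with its preset correlation. With an estimated correlation it called none (adjusted p = 0.0992, 0.0992, 0.141, 0.279 and 0.0992). These results come from the fit without pairing by culture, although primary libraries of a culture resembled each other. The estimated correlations (0.39 for maturation, 0.50 for thick filament) may therefore hold differences between cultures, so these negative results do not decide.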

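C2C12 myotubes raised the genes of postnatal muscle maturation on all 3 substrates between day 0 and day 7. The cells of day 0 were on plastic, so only on plastic did the substrate stay the same. On patterned gelatin all 59 measured genes rose, as did all 34 of the thick filament and M band, and camera called both lists also with an estimated correlation (adjusted p = 6.05e-05 and 1.65e-05). Mybpc2 was at 127 ± 13.7 CPM (SD, n = 3) at day 7 and 0.377 ± 0.140 at day 0, a log2 fold change of 8.41 (standard error 0.18). Its adjusted p was 2.05e-17 from edgeR's quasi-likelihood test. The slow myosin Myh7 rose by 5.82 and Actn2 by 5.54, and all 40 cell cycle genes fell. The median of the maturation list exceeded that of all genes by 5.27 on patterned gelatin, 4.79 on unpatterned gelatin and 4.84 on plastic. Per library at day 7 this was 4.40 ± 0.03 (SD, n = 3), 4.06 ± 0.15 and 4.04 ± 0.10. A single fit of day 0 and day 7 of primary and patterned C2C12 cells, 12 libraries in all, tested directly whether their changes differed. A day 0 substrate or coating that differed between the cell types is not excluded as a part of it. The change of the fast myosin Myh4 was greater in primary cells, by 3.72 on the log2 scale (standard error 0.61, adjusted p = 0.00208 from edgeR). The changes of Atp2a1, the calcium pump of fast fibres (-2.96), of Tnnt1, the slow troponin T (-4.03), of Myog, the regulator of terminal differentiation (-2.94), and of Chrng, the fetal subunit of the acetylcholine receptor (-3.33), were lower in primary cells. Of the 59 maturation genes, 5 changed more upward and 17 less in primary cells (5 and 19 over the list alone), among the latter Pgam2 (-3.51) and Pygm (-3.78). The list's median in this test lay 0.71 below that of all genes (shift -0.71, rank-sum test across genes, n = 59 genes, p = 6.6e-05; camera adjusted p = 0.00139 with the preset and adjusted p = 0.626 with an estimated correlation). With primary cultures 1 and 2 only, an alternative chosen after seeing the data because the libraries of primary culture 3 stand apart, the shift was -0.71 (n = 59 genes, p = 0.00157). In all, 2959 of 14981 genes differed between the cell types, 1066 with a more upward and 1893 with a more downward change in primary cells, and the count was 1826 or 1947 without C2C12 day 0 replicate 1 or 2 and 1948 without primary day 0 replicate 2. From its own list of genes regulated in vivo, the paper states that primary myotubes had the largest shift (Fig. 4g).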

We also computed similar vLFC values for all C2C12 samples and observed that while all C2C12 samples showed significant rightward shifts, the primary myotubes exhibited the largest shift (Fig. 4g). These results indicate that relative to C2C12 myotubes, primary myotubes cultured on patterned substrates exhibit gene expression changes most closely resembling those occurring in vivo.

## Discussion

In this study, we compared C2C12 myotube maturation on micropatterned and unpatterned gelatin hydrogels to cell culture methods commonly used in the skeletal muscle field. Typically, C2C12 myotubes can be cultured for only 1 week before they detach, and rarely develop structural features characteristic of in vivo muscle fibers [13–16]. By imaging sarcomeric structure, quantitating sarcomeric protein abundance, and characterizing transcriptomes, we show that micropatterned C2C12 myotubes exhibit accelerated maturation relative to unpatterned controls. Our results, combined with previous work in the literature, provide methodology and rationale to implement better cell culturing methods for modeling skeletal muscle in vitro [26]. Further studies will be required to directly compare these in vitro models to in vivo mouse skeletal muscle.

In vitro models reliably modeling in vivo skeletal muscle have been limited due to the time required to differentiate cells to a matured state and the inability to culture myotubes for sufficiently long periods of time. Recently, labs have developed models that prolong C2C12 myotube viability upwards of 21 days post-differentiation [26, 41]. These methods have not been widely adopted by muscle biology labs perhaps because there are technical challenges such as implementing engineering techniques in biology labs (e.g., cost and specialized equipment) and because it is unclear whether the degree to which cultures obtained with these methods exhibit enhanced maturation at a molecular and cellular level. In this study, we found that micromolded gelatin hydrogels provide a substrate that improves myotube maturation based on morphological and molecular indicators. These markers for advanced maturation were seen as early as day 4 of differentiation, suggesting that patterned myotubes not only reach a more mature state but also exhibit accelerated maturation kinetics. Micropatterned C2C12 myotubes increase expression of genes related to sarcomere formation and organization, categories enriched in adult skeletal muscle relative to traditionally cultured C2C12 myotubes [13, 42]. Interestingly, while culturing two different batches of C2C12s on patterns yielded only partially overlapping sets of upregulated genes, both batches showed strong enrichment for sarcomeric genes. This observation highlights the inherent batch to batch variability of differentiated C2C12 myotube cultures at the level of individual gene expression, emphasizing the importance of biological replicates as well as utility of transcriptomic analyses at the network level.

There are a number of reasons why micropatterned gelatin might facilitate accelerated and advanced myogenic development of C2C12 myotubes. Gelatin is naturally derived from collagen, and thus provides a molecular environment more conducive to myoblast/myotube adhesion due to its similarity to extracellular matrix. Additionally, Bettadapur et al. (2016) showed that the elastic modulus of hydrogels is more similar to that of muscle tissue than plastic and other developed substrates (i.e., PDMS) [26]. The combination of a more adhesive and more flexible anchor point against which myotubes can contract reduces the likelihood that they detach from the plate. These effects, due primarily to the molecular composition of the substrate itself, would be present in both patterned and unpatterned gelatin cultures. What then is the underlying biology leading to faster maturation kinetics seen in patterned gelatin substrates? A potential explanation is that patterned scaffolding promotes adherent myoblasts to fuse in only one direction, within a single trough of the hydrogel. The pattern polarizes myoblasts along the axis of the troughs, thus aligning fusion events along a single axis. The myotubes formed are thus less likely to be branched and are longer than those observed in unpatterned cultures. It is likely that reduction in branch points contributes to advanced and prolonged maturation seen, as branching is typically not observed in vivo.

In conclusion, we provide a molecular and cellular characterization of myotubes grown on micromolded hydrogels, and attest that the micromolds are easily implemented by labs with no previous expertise in biomedical manufacturing techniques. We hope our study will encourage widespread adoption of this method in skeletal muscle laboratories making use of C2C12 myotubes as a model system.

## Additional files

Additional file 1: CAD file for generating silicon wafer. (GDS 318 kb)

Additional file 2: Transcripts per million (TPM) for all genes and all analyzed samples. Gene list for the sarcomere GO category and up- and downregulated E18 to P2 in vivo mouse muscle development genes. (XLSX 10615 kb)

Additional file 3: Differential expression analysis output from sleuth for all patterned vs. unpatterned or plastic myotube comparisons. (XLSX 15029 kb)

Additional file 4: Gene ontology enrichment tables from panther for differentially expressed genes in each comparison of patterned vs. unpatterned or plastic myotubes. (XLSX 41 kb)

Additional file 5: Live cell imaging video of spontaneous contractions in eGFP-a-Actn2 C2C12 myotube on patterned gelatin substrate. (GIF 29121 kb)

## Data Availability

RNAseq data has been deposited to GEO (accession numbers pending).

## Abbreviations

ACTN2: α-Actinin 2
GO: Gene ontology
LFC: Log_2_(fold change)
MHC: Myosin heavy chain
PDMS: Polydimethylsiloxane
PSI: Percent spliced in
sLFC: Sarcomere log_2_(fold change)
vLFC: In vivo log_2_(fold change)

## References

[1] Hoppeler H, Flück M (2002). Normal mammalian skeletal muscle and its phenotypic plasticity. J Exp Biol.

[2] Zurlo F, Larson K, Bogardus C, Ravussin E (1990). Skeletal muscle metabolism is a major determinant of resting energy expenditure. J Clin Invest.

[3] Park SW, Goodpaster BH, Strotmeyer ES, de Rekeneire N, Harris TB, Schwartz AV, Tylavsky FA, Newman AB (2006). Decreased muscle strength and quality in older adults with type 2 diabetes. Diabetes.

[4] POWERS SK, LYNCH GS, MURPHY KT, REID MB, ZIJDEWIND I (2016). Disease-induced skeletal muscle atrophy and fatigue. Med Sci Sports Exerc.

[5] Cawthon PM, Fox KM, Gandra SR, Delmonico MJ, Chiou C-F, Anthony MS, Sewall A, Goodpaster B, Satterfield S, Cummings SR, Harris TB (2009). Do muscle mass, muscle density, strength, and physical function similarly influence risk of hospitalization in older adults?. J Am Geriatr Soc.

[6] Wolfe RR (2006). The underappreciated role of muscle in health and disease. Am J Clin Nutr.

[7] Mathur S (2016). Uncovering the factors associated with skeletal muscle weakness in interstitial lung disease. Respirology.

[8] Yaffe D, Saxel O (1977). Serial passaging and differentiation of myogenic cells isolated from dystrophic mouse muscle. Nature.

[9] McMahon DK, Anderson PA, Nassar R, Bunting JB, Saba Z, Oakeley AE, Malouf NN (1994). C2C12 cells: biophysical, biochemical, and immunocytochemical properties. Am J Phys Cell Phys.

[10] Burattini S, Ferri P, Battistelli M, Curci R, Luchetti F, Falcieri E (2004). C2C12 murine myoblasts as a model of skeletal muscle development: Morpho-functional characterization. Eur J Histochem.

[11] Blau HM, Chiu C-P, Webster C (1983). Cytoplasmic activation of human nuclear genes in stable heterocaryons. Cell.

[12] Ikeda K, Ito A, Imada R, Sato M, Kawabe Y, Kamihira M (2017). In vitro drug testing based on contractile activity of C2C12 cells in an epigenetic drug model. Sci Rep.

[13] Deshmukh AS, Murgia M, Nagaraj N, Treebak JT, Cox J, Mann M (2015). Deep proteomics of mouse skeletal muscle enables quantitation of protein isoforms, metabolic pathways, and transcription factors. Mol Cell Proteomics.

[14] Hosseini V, Ahadian S, Ostrovidov S, Camci-Unal G, Chen S, Kaji H, Ramalingam M, Khademhosseini A (2012). Engineered contractile skeletal muscle tissue on a microgrooved methacrylated gelatin substrate. Tissue Eng Part A.

[15] Huang NF, Patel S, Thakar RG, Wu J, Hsiao BS, Chu B, Lee RJ, Li S (2006). Myotube assembly on nanofibrous and micropatterned polymers. Nano Lett.

[16] Engler AJ, Griffin MA, Sen S, Bönnemann CG, Sweeney HL, Discher DE (2004). Myotubes differentiate optimally on substrates with tissue-like stiffness. J Cell Biol.

[17] Chaturvedi V, Dye DE, Kinnear BF, van Kuppevelt TH, Grounds MD, Coombe DR (2015). Interactions between skeletal muscle myoblasts and their extracellular matrix revealed by a serum free culture system. PLoS One.

[18] Langen RCJ, Schols AMWJ, Kelders MCJM, Wouters EFM, Janssen-Heininger YMW (2003). Enhanced myogenic differentiation by extracellular matrix is regulated at the early stages of myogenesis. In Vitro Cell Dev Biol Anim.

[19] Ahadian S, Ramon-Azcon J, Ostrovidov S, Camci-Unal G, Hosseini V, Kaji H, Ino K, Shiku H, Khademhosseini A, Matsue T (2012). Interdigitated array of Pt electrodes for electrical stimulation and engineering of aligned muscle tissue. Lab Chip.

[20] Altomare L, Gadegaard N, Visai L, Tanzi MC, Farè S (2010). Biodegradable microgrooved polymeric surfaces obtained by photolithography for skeletal muscle cell orientation and myotube development. Acta Biomater.

[21] Lam MT, Huang Y-C, Birla RK, Takayama S (2009). Microfeature guided skeletal muscle tissue engineering for highly organized 3-dimensional free-standing constructs. Biomaterials.

[22] Pennisi CP, Olesen CG, de Zee M, Rasmussen J, Zachar V (2011). Uniaxial cyclic strain drives assembly and differentiation of skeletal myocytes. Tissue Eng A.

[23] Ramon-Azcon J, Ahadian S, Obregon R, Camci-Unal G, Ostrovidov S, Hosseini V, Kaji H, Ino K, Shiku H, Khademhosseini A, Matsue T (2012). Gelatin methacrylate as a promising hydrogel for 3D microscale organization and proliferation of dielectrophoretically patterned cells. Lab Chip.

[24] Strohman RC, Bayne E, Spector D, Obinata T, Micou-Eastwood J, Maniotis A (1990). Myogenesis and histogenesis of skeletal muscle on flexible membranes in vitro. In Vitro Cell Dev Biol.

[25] Wang P-Y, Yu H-T, Tsai W-B (2010). Modulation of alignment and differentiation of skeletal myoblasts by submicron ridges/grooves surface structure. Biotechnol Bioeng.

[26] Bettadapur A, Suh GC, Geisse NA, Wang ER, Hua C, Huber HA, Viscio AA, Kim JY, Strickland JB, McCain ML (2016). Prolonged culture of aligned skeletal myotubes on micromolded gelatin hydrogels. Sci Rep.

[27] Hodge BA, Zhang X, Gutierrez-Monreal MA, Cao Y, Hammers DW, Yao Z, Wolff CA, Du P, Kemler D, Judge AR, Esser KA (2019). MYOD1 functions as a clock amplifier as well as a critical co-factor for downstream circadian gene expression in muscle. eLife.

[28] Liu L, Cheung TH, Charville GW, Rando TA (2015). Isolation of skeletal muscle stem cells by fluorescence-activated cell sorting. Nat Protoc.

[29] Hall DD, Dai S, Tseng P-Y, Malik Z, Nguyen M, Matt L, Schnizler K, Shephard A, Mohapatra DP, Tsuruta F, Dolmetsch RE, Christel CJ, Lee A, Burette A, Weinberg RJ, Hell JW (2013). Competition between α-actinin and Ca2+−calmodulin controls surface retention of the L-type Ca2+ channel CaV1.2. Neuron.

[30] Pasqualin C, Gannier F, Yu A, Malécot CO, Bredeloux P, Maupoil V (2016). SarcOptiM for ImageJ: high-frequency online sarcomere length computing on stimulated cardiomyocytes. Am J Phys Cell Phys.

[31] Bi P, McAnally JR, Shelton JM, Sánchez-Ortiz E, Bassel-Duby R, Olson EN (2018). Fusogenic micropeptide Myomixer is essential for satellite cell fusion and muscle regeneration. Proc Natl Acad Sci.

[32] Feng H-Z, Chen X, Hossain MM, Jin J-P (2012). Toad heart utilizes exclusively slow skeletal muscle troponin T: an evolutionary adaptation with potential functional. J Biol Chem.

[33] Baumann CW, Liu HM, Thompson LV (2016). Denervation-induced activation of the ubiquitin-proteasome system reduces skeletal muscle quantity not quality. PLos One.

[34] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat Biotechnol.

[35] Pimentel H, Bray NL, Puente S, Melsted P, Pachter L (2017). Differential analysis of RNA-seq incorporating quantification uncertainty. Nat Methods.

[36] Ashburner M, Ball CA, Blake JA, Botstein D, Butler H, Cherry JM, Davis AP, Dolinski K, Dwight SS, Eppig JT, Harris MA, Hill DP, Issel-Tarver L, Kasarskis A, Lewis S, Matese JC, Richardson JE, Ringwald M, Rubin GM, Sherlock G (2000). Gene ontology: tool for the unification of biology. The Gene Ontology Consortium. Nat Genet.

[37] Consortium, T. G. O (2018). The gene ontology resource: 20 years and still GOing strong. Nucleic Acids Res.

[38] Mi H, Huang X, Muruganujan A, Tang H, Mills C, Kang D, Thomas PD (2016). PANTHER version 11: expanded annotation data from gene ontology and Reactome pathways, and data analysis tool enhancements. Nucleic Acids Res.

[39] Moo EK, Fortuna R, Sibole SC, Abusara Z, Herzog W (2016). In vivo sarcomere lengths and sarcomere elongations are not uniform across an intact muscle. Front Physiol.

[40] Brinegar AE, Xia Z, Loehr JA, Li W, Rodney GG, Cooper TA, Blencowe BJ (2017). Extensive alternative splicing transitions during postnatal skeletal muscle development are required for calcium handling functions. eLife.

[41] Bandyopadhyay A, Dewangan VK, Vajanthri KY, Poddar S, Mahto SK (2018). Easy and affordable method for rapid prototyping of tissue models in vitro using three-dimensional bioprinting. Biocybern Biomed Eng.

[42] Sutherland CJ, Esser KA, Elsom VL, Gordon ML, Hardeman EC (1993). Identification of a program of contractile protein gene expression initiated upon skeletal muscle differentiation. Dev Dyn.

How the deposited data were processed for this re-analysis (not part of the article)

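The authors deposited, for each library, Kallisto's estimated counts, TPM (a length-corrected share of the transcripts), length and effective length of each transcript. Kallisto's version and its transcript annotation are not given in the sources used here, and the build in the labels is mm10. The estimated counts were checked to be counts and not normalized values, and the deposited TPM were checked to have the same sum in every library. Transcripts were matched by their identifier to genes of GENCODE M21 (GRCm38, the same assembly as mm10), and the estimated counts of a gene's transcripts were summed and rounded. Unmatched transcripts held 0.723% to 0.893% of a library's counts and were left out. Of 30205 genes, 23214 had a count above 0 in some library.

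Counts were analysed in R 4.3.3 with edgeR 4.0.16 (TMM factors, filterByExpr, quasi-likelihood F tests, Benjamini-Hochberg adjustment), with limma 3.58.1 for camera and for TPM, DESeq2 1.42.0 and data.table 1.17.8. Tables were prepared in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6. Standard errors of log2 fold changes were taken as the absolute log2 fold change divided by the square root of F. Gene lists, 32 in all, were written from general knowledge. Camera was run on each with its preset correlation of 0.01 and again with a correlation estimated from the libraries, adjusting over the lists of a comparison. A list's shift is its median log2 fold change less that of all tested genes, the form of the paper's measure. The value of a list in a library is its median over genes of log2 CPM, with 1 added to CPM, relative to the mean of the comparison group and to all genes. Genes were named by a rule: for each comparison, the 8 highest and 8 lowest changes past the threshold among genes with an average log2 CPM of at least 1 whose groups do not overlap, up to 4 members of each list with the smallest adjusted p, a fixed panel of muscle genes, and the leading genes of the day 4 tables of Additional file 3, whose p had been seen. The homeobox genes named for primary culture 3 were chosen after their values were seen. The comparisons, gene lists, naming rule and alternatives were chosen before the data were examined, except for the alternatives and tests that the text names as chosen after seeing the data.

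The tests were checked on simulated data in which 100 genes per comparison were changed by log2 1 and another 100 by log2 2. For pattern at day 4, 97% and 100% were found, and at day 7 98% and 100%. For primary cells between days 0 and 7 the test found 46% and 93%, for the difference in the effect of pattern between days 86% and 100%, and for the difference between cell types 24% and 87%. False calls per 100 calls were 7.94, 3.88, 6.08, 3.63 and 5.93 in that order. These rates hold for the simulated data. The shares found were nearly equal on the 2 days, while the real libraries spread more at day 7 (biological coefficient of variation 0.163 against 0.0723). The rates therefore do not give the power or the false calls of the real comparisons, least of all at day 7.

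The paper describes separate cultures, and the labels number the replicates, so pairing by replicate number was checked. After removal of condition means, the primary libraries of the same number had correlations of 0.207 to 0.780 over 9 pairs, and 8 of 9 libraries were closest to a library of their own number, so primary cultures were treated as paired in an alternative fit, which called 8701 genes between days 0 and 7. For C2C12 cells the 63 pairs of the same number had correlations of -0.190 to 0.223 with a median of 0.00902, and 10 of 21 libraries were closest to one of their own number, so no pairing was assumed.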

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

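The tests of long genes beside Ttn and Neb, of the Hox genes in primary culture 3 and of each day fitted alone were chosen only after the result was seen, and the longer set of long genes was added after the value of the shorter set had been seen.

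The change from day 0 to day 7 differed between primary and patterned C2C12 cells in 2959 genes, by a test of the difference itself. Of 50 groupings of the libraries, the real one included, 1 gave as many genes and the highest of the others gave 2185, but the regroupings did not keep the primary libraries of a culture together, and without C2C12 day 0 replicate 1 or 2 or primary day 0 replicate 2 the count was 1826, 1947 or 1948; with a replicate block it was 3338. Genes of the hypoxia response, a group that the paper does not discuss, were higher than on plastic in 4 of 16 genes on patterned gelatin at day 4, 9 on patterned gelatin at day 7, 7 on unpatterned gelatin at day 4 and 9 on unpatterned gelatin at day 7. No explanation of the hypoxia genes was tested.

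The patterned myotubes showed shifts of the sarcomere and oxidative phosphorylation lists, and lower Ttn and Neb than on plastic. The lower Ttn was shared by unpatterned gelatin. Fold changes followed transcript length across genes (Spearman correlation -0.16 for patterned against plastic at day 7). With the trend on effective length removed, the sarcomere shift was 0.11 (0.1076) and 0.25 (0.2462) against unpatterned gelatin at days 4 and 7 and 0.15 (0.1528) against plastic at day 7, and that of oxidative phosphorylation at day 7 was 0.23 (0.2273), which argues against length as the whole cause. At equal depth the last shift was 0.23 (0.2313), which argues against the number of counts itself. Equal depth does not test a sample property that goes with depth. Relative to unpatterned gelatin, oxidative phosphorylation stood at -0.07, -0.10 and 0.10 in the deeper unpatterned replicates 1 and 3 and patterned replicate 1 of day 7. It stood at 0.19, 0.16 and 0.31 in the shallower unpatterned replicate 2 and patterned replicates 2 and 3. Beside a mean of -1.06 for Ttn and Neb (larger standard error 0.30), 1333 other genes of at least 0.5 times the effective length of Neb had a median of -0.11 (852 lower), and 103 of at least the length of Neb had -0.30 (73 lower), which argues against length as the whole cause, while a part due to length stays open. The substrate, as the biological difference in the design, stays open for these shifts.

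Primary culture 3 stood apart from cultures 1 and 2, with 36 of 12674 genes differing over 4-fold in the same direction on all 3 days, 30 of them lower, among them the homeobox genes Lbx1 and En1, named after their values were seen. C2C12 RNA is argued against, since 15 genes of C2C12 cells alone stood at 0.309% of their C2C12 level in culture 3. For non-muscle cells the markers do not decide: fibroblast markers (-0.42, -1.06 and -0.88 at days 0, 4 and 7) and smooth muscle markers (-0.12, -0.77 and -0.66) were lower but not below the bound set beforehand at day 0, and each other type has at most 3 measured genes. Of 23 Hox genes 13.0% (3, all lower) were among the 36 genes against 0.284% of all genes, but this count was prompted by homeobox genes seen among the 36 and so decides nothing. Another place in the body stays open, since the paper names hindlimb in its methods and gastrocnemius in its results, as do animal and donor differences, which were not tested.

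More genes passed for pattern at day 7 (81) than at day 4 (1), while libraries spread more at day 7 (biological coefficient of variation 0.163 against 0.0723). With the day 4 libraries fitted alone 314 genes passed at day 4, and with the day 7 libraries alone edgeR called 0 at day 7 (2943 at an unadjusted p under 0.05 in the fit of all C2C12 libraries, 482 with DESeq2), so unequal spread in a shared fit may account for the order. At equal depth the spread of day 4 was 44.6% of that of day 7, which argues against the number of counts itself as the source. A sample property that goes with depth is not tested in this way. Without any single library the spread of day 7 was at least 0.146, which argues against a single library. Of the 10 splits of the day 7 patterned and unpatterned libraries, 2 gave at least 81 genes, and the other of them gave 982; it parts the deepest libraries (28.3, 30.0 and 30.0 M (mega-counts)) from the shallowest (25.3, 16.8 and 13.1 M), so it points to a structure of the day 7 samples. What underlies the wider spread at day 7 stays open.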

How the results depend on the processing

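The fits of each day's C2C12 libraries alone, those of primary cultures 1 and 2 and the replicate block for primary cells between days 4 and 7 were chosen only after the result was seen. Of 151 alternative counts of genes, 92 stayed within 1.5 times the reported count, and of 181 alternative list shifts 170 kept their direction and their side of the threshold; the cause was not tested for the exceptions below except where fewer libraries or genes entered.

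For patterned against unpatterned at day 4 (1 gene), RLE size factors gave 4 genes, DESeq2 148, only the groups compared 71 and a replicate block 12; no low-count filter, the average transcript length offset and TPM with limma gave 0, as did every fit without 1 library (0 to 0; edgeR, 1281 at an unadjusted p under 0.05 with all libraries). At day 7 (81 genes) DESeq2 gave 482, only the groups compared 0 and a replicate block 145, and fits without 1 library 15 (without unpatterned replicate 1) to 881 (without patterned replicate 1). For patterned against plastic at day 4 (527), DESeq2 gave 1006, no low-count filter 343, only the groups compared 2413, the length offset 202 and TPM with limma 884, and fits without 1 library 129 to 213. At day 7 (3537) only the groups compared gave 21, and fits without 1 library 2028 to 4426. For unpatterned against plastic at day 4 (1171), DESeq2 gave 1803, only the groups compared 3223 and the length offset 561, and fits without 1 library 263 to 891; at day 7 (514), DESeq2 gave 970, only the groups compared 70 and TPM with limma 177, and fits without 1 library 198 to 503. With each day's C2C12 libraries alone, chosen after seeing the data, the counts at day 4 were 314 for patterned against unpatterned, 2272 for patterned against plastic and 3247 for unpatterned against plastic, and at day 7 they were 0, 46 and 22. For the difference in the effect of pattern between days (0 in edgeR, 1064 at an unadjusted p under 0.05), DESeq2 gave 5 and fits without 1 library 0 to 1 (1 without day 7 patterned replicate 1). For the difference between cell types (2959), fits without 1 library gave 1826 to 3282.

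The sarcomere shift against plastic at day 4 (0.03) was 0.0245 to 0.0647 without 1 library, and without plastic replicate 2 it was 0.04 (rank-sum test, n = 128 genes, p = 0.0668). The oxidative phosphorylation shift of patterned against plastic at day 4 (0.00) was 0.0737 with the ratio of mean TPM (n = 79 genes, p = 0.00449), -0.00219 with no low-count filter, -0.00262 with a replicate block and -0.00198 with the mean in place of the median, and -0.0653 to 0.0510 without 1 library (-0.0653 without patterned replicate 1, -0.02 without plastic replicate 2). For unpatterned against plastic it was 0.0463 at day 4 with the ratio of mean TPM (n = 79 genes, p = 0.0147) and 0.00334 to 0.0859 without 1 library (0.0859 without unpatterned replicate 3), and at day 7 -0.00581 to 0.16 without 1 library (-0.00581 without unpatterned replicate 2, 0.03 without plastic replicate 2).

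With an estimated correlation, camera called 0 of 17 lists for patterned against unpatterned at day 4 and 2 of 14 at day 7, 1 of 12 and 1 of 18 for patterned against plastic, 1 of 6 and 1 of 15 for unpatterned against plastic, and 0 of 15 for primary day 7 against day 0. Depth was lowest in the day 7 patterned group, whose libraries held as few as 13.1 M (mega) counts.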

Differences from the paper's values

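The fits of each day's libraries alone were chosen only after the values were seen. The paper's C2C12 counts and shifts given here are those labelled batch 2 in Additional file 4 and Fig. 4, the batch of the libraries used here. A count is said to come within the paper's when neither is over 1.5 times the other, and a shift when the difference is at most the larger SD between the libraries of the groups compared (0.03 for the sarcomere list at day 4 against unpatterned gelatin).

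The paper's Additional file 4 gives 194 genes for patterned against unpatterned at day 4, and the count here was 1 at the paper's threshold of 0.05; of the alternatives chosen before the data were examined, DESeq2 (148) came within the paper's value and the others did not. With only the day 4 libraries, chosen after seeing the values, it was 314; how many of the paper's genes that fit drops was not counted. At day 7 the paper gives 18 and the count here was 81; without unpatterned replicate 1 (15) or replicate 3 (21) it came within the paper's value, and with the other alternatives it did not. For patterned against plastic the paper gives 1512 at day 4 and 672 at day 7, and the counts here were 527 and 3537; no alternative came within either.

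The paper's sarcomere shift against unpatterned gelatin is about 0.06 at day 4 and about 0.11 at day 7 in Fig. 4, read by eye, and the shifts here were 0.10 and 0.24. At day 4 the values with no low-count filter (0.0843) and without unpatterned replicate 3 (0.0890) came within the paper's and the other alternatives did not, the closest of them being 0.0922 without patterned replicate 1, and at day 7 none did. The list here is not the paper's 198 genes.

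For maturation, where the list here is another than the paper's, the paper's shifts against unpatterned gelatin are about 0.08 at day 4 and about 0.15 at day 7 in Fig. 4, read by eye, and those here 0.18 and 0.40. Against plastic they are about 0.03 and about 0.18 in Fig. 4, read by eye, and here 0.20 and 0.37. Of the alternatives, only the value without patterned replicate 1 at day 4 against unpatterned gelatin (0.14) and the value without patterned replicate 3 at day 7 against plastic (0.21) came within the paper's. For primary cells the paper gives about 1.4 and the shift here was 4.44, with no alternative within the paper's value.

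The paper finds the most genes for patterned against unpatterned at day 4 and fewer at day 7. Here 1 gene passed at day 4 and 81 at day 7, while with only the groups compared it was 71 at day 4 and 0 at day 7 (edgeR, 2943 at an unadjusted p under 0.05 with all libraries, 482 with DESeq2). For patterned against plastic the paper's supplement also has more genes at day 4 than at day 7, where here 527 and 3537 passed, and with only the groups compared 2413 and 21. For its own list of genes upregulated in vivo, the paper states that primary myotubes have a larger shift than all its C2C12 samples. The maturation list here is another list, and the C2C12 libraries here are from 1 batch. Its shift was 4.44 in primary cells. In C2C12 cells it was 5.27, 4.79 and 4.84 on patterned gelatin, unpatterned gelatin and plastic. With other genes and fewer samples, these values do not test the paper's statement.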

Other observations

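The test of each count against other splits of its libraries was set beforehand, while the removal of the length trend from the day 4 oxidative phosphorylation shift and the paired tests of primary cells between days 4 and 7 were chosen only after the result was seen.

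For comparisons of 3 libraries against 3, the 10 splits are too few for a share under 0.05. The real counts and the highest of the other splits were 1 and 0 for patterned against unpatterned at day 4 (1 split as large, the real one), 527 and 0 for patterned against plastic at day 4 (1 split), 3537 and 2 at day 7 (1 split), 1171 and 0 for unpatterned against plastic at day 4 (1 split), 514 and 1 at day 7 (1 split), 10052 and 2 for patterned C2C12 cells between days 0 and 7 (1 split) and 6732 and 0 for primary cells (1 split). For the difference in the effect of pattern between days, the real count was 0 genes (edgeR, 1064 at an unadjusted p under 0.05, 5 with DESeq2) and the highest of the others 282; any of the 50 groupings gives at least 0, so this comparison says nothing about chance.

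On patterned gelatin 3016 genes changed from day 4 to day 7 in C2C12 cells (1676 higher, 1340 lower). In primary cells over the same days edgeR called 0 genes unpaired (666 at an unadjusted p under 0.05) and 0 with the culture as a replicate block (1667 at an unadjusted p under 0.05), while DESeq2 called 55 unpaired (29 higher, 26 lower) and 283 with the block (126 higher, 157 lower). The difference between the cell types over these days was not tested. With the length trend removed, the oxidative phosphorylation list was shifted by 0.11 for patterned against plastic at day 4 (rank-sum test across genes, n = 79 genes, p = 4.51e-06) and by 0.07 for unpatterned against plastic (n = 79 genes, p = 0.00103). Extracellular matrix genes were lower on patterned gelatin than on plastic at day 4 in 11 of 54 genes and higher in 1 (18 and 2 over the list alone), with Mgp at -1.21, and camera called the list with its preset correlation (adjusted p = 1.67e-09) but not with an estimated correlation (adjusted p = 0.227). At day 7 they went the other way, with 17 higher and 2 lower (18 and 3 over the list alone; camera adjusted p = 0.00539 with the preset and adjusted p = 0.470 with an estimated correlation).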
